# Low-dose decitabine enhances the effect of PD-1 blockade in colorectal cancer with microsatellite stability by re-modulating the tumor microenvironment

**DOI:** 10.1038/s41423-018-0026-y

**Published:** 2018-04-05

**Authors:** Ganjun Yu, Yanfeng Wu, Wenying Wang, Jia Xu, Xiaoping Lv, Xuetao Cao, Tao Wan

**Keywords:** colorectal cancer, decitabine, microsatellite stability, PD-1 blockade, tumor microenvironment

## Abstract

PD-1 blockade has demonstrated impressive clinical outcomes in colorectal cancers that have high microsatellite instability. However, the therapeutic efficacy for patients with tumors with low microsatellite instability or stable microsatellites needs further improvement. Here, we have demonstrated that low-dose decitabine could increase the expression of immune-related genes such as major histocompatibility complex genes and cytokine-related genes as well as the number of lymphocytes at the tumor site in CT26 colorectal cancer-bearing mice. A more significant inhibition of tumor growth and a prolongation of survival were observed in the CT26 mouse model after treatment with a combination of PD-1 blockade and decitabine than in mice treated with decitabine or PD-1 blockade alone. The anti-tumor effect of the PD-1 blockade was enhanced by low-dose decitabine. The results of RNA sequencing and whole-genome bisulfite sequencing of decitabine-treated CT26 cells and tumor samples with microsatellite stability from the patient tumor-derived xenograft model have shown that many immune-related genes, including antigen-processing and antigen-presenting genes, were upregulated, whereas the promoter demethylation was downregulated after decitabine exposure. Therefore, decitabine-based tumor microenvironment re-modulation could improve the effect of the PD-1 blockade. The application of decitabine in PD-1 blockade-based immunotherapy may elicit more potent immune responses, which can provide clinical benefits to the colorectal cancer patients with low microsatellite instability or stable microsatellites.

## Introduction

In recent years, tumor immunotherapy has attracted increasing amounts of attention. Among these approaches, PD-1 blockade has shown exciting clinical outcomes in melanoma, non-small-cell lung cancer, bladder cancer, Hodgkin lymphoma and other solid tumors.^1–7^ Although PD-1 blockade, which is representative of checkpoint inhibitors, has become a hot topic in the tumor immunotherapy field, its clinical effectiveness is still limited: the overall objective response rate is only 20–30%.^8,9^ For colorectal cancer (CRC), PD-1 blockade was not as effective as previously thought.^7,10^ However, a group from Johns Hopkins Sidney Kimmel Comprehensive Cancer Center recently reported that CRC with the characteristic of high microsatellite instability (MSI-H) was sensitive to PD-1 blockade therapy.^11^ Later, in May 2017, the US Food and Drug Administration approved Keytruda (a PD-1 blockade agent) for the treatment of patients with unresectable or metastatic solid tumors that have been identified as MSI-H or mismatch repair (MMR) deficient.

As early as the 1980s, researchers found that a deficiency of the MMR (dMMR) in CRC frequently resulted in MSI-H, which was closely related to the prognosis.^12^ Subsequently, more researchers reported that in MSI-H/dMMR CRC, the abnormal protein expression that resulted from DNA mutations or deletions could not be effectively corrected.^13,14^ These abnormal proteins would accumulate and then be processed and presented as abnormal epitopes and become so-called “neoantigens”.^15^ These neoantigens were presumed to be strongly immunogenic and able to recruit dendritic cells, T lymphocytes and other immune cells to infiltrate the tumor site and potentially break the original inhibitory status of the tumor microenvironment (TME) and then trigger a new specific immune response.^16^ Unfortunately, these activated immune cells would rapidly become anergic because of the inducible PD-L1 expressed by the tumor cells. This effect explains the fact that the patients with MSI-H/dMMR had good clinical response to PD-1 blockade. However, only ~15% of all CRC patients exhibit MSI-H,^17,18^ which implies that the majority of CRC patients would not benefit from PD-1 blockade. Therefore, it has become urgent to determine methods to improve the clinical response and survival of patients with tumors that express low microsatellite instability (MSI-L) or that are microsatellite stable (MSS).

Because of the rarity of the neoantigens, improving the tumor-associated antigen (TAA) expression and immunogenicity of tumor cells may be a good option. We know that the methylation level of promotor regions is tightly related to the “open-close” state of genes.^19^ With the recent progress in epigenetics research, the demethylation effect of decitabine (5-aza-2′-deoxynucleoside, DAC) has been increasingly noted, and DAC has been widely used as a chemotherapy drug in myelodysplastic syndrome and leukemia.^20–22^ A specific DNA methyltransferase inhibitor, DAC is a cytosine analog that reverses DNA methylation and induces tumor cell differentiation or apoptosis.^23,24^ A low dose of DAC can replace cytosine in tumor cells, where it covalently binds to DNA methyltransferase, which results in the degradation of this enzyme but does not terminate the cell cycle.^25^ In summary, low-dose DAC reactivates the silenced genes by demethylation of the promoter region. It is worth mentioning that low-dose DAC can not only significantly improve the expression of NY-ESO-1, MAGE-A3/6, which are important TAAs commonly used as targets for tumor immunotherapy, but also remarkably upregulate the expression of co-stimulatory molecules, major histocompatibility complex (MHC) class I and other immune markers on tumor cells.^26,27^ These results indicate that low-dose DAC can improve the expression of TAAs and modify the tumor cells to be easily recognized by immune system.

Due to the ineffectiveness of the PD-1 blockade in MSI-L or MSS patients and the role of low-dose DAC, low-dose DAC may be a good pretreatment adjunct to PD-1 blockade. Here, we have investigated the modification of CRC cells by DAC, the mechanism of DAC’s effects of improving the immune-related gene expression in tumor cells and a patient tumor-derived xenograft (PDX) model and re-modulating the TME in a mouse model of CRC. More importantly, we also examined whether DAC-mediated TME re-modulation could improve the response to PD-1 blockade, which may benefit those CRC patients with MSI-L or MSS tumors.

## Materials and methods

### Cell line and DAC treatment

The mouse CRC cell line CT26 was preserved by our laboratory and cultured in RPMI-1640 medium (PAN, Wimborne, UK) supplemented with 10% fetal bovine serum (Biowest-Uruguay, Nuaillé, France). Decitabine (DAC) was purchased from Janssen Pharmaceutical Ltd., Xian. An anti-PD-1 antibody (clone: J43) was kindly provided by Prof. Lianjun Shen from Hengrui Pharmaceutical Co. Ltd., Shanghai. Cytidine (Sigma, MO, USA) was purchased from Univ Biotech Co., Ltd. as a control drug.

CT26 cells were seeded at a density of 1 × 10^5^ cells/ml in a six-well culture plate. After 24 h, the medium was replaced with complete medium containing 1 μM DAC every 24 h for 3 days. After the third DAC treatment, the medium was replaced with fresh complete medium without DAC, and the cells were cultured for an additional 24 h and then used for subsequent experiments. Control groups were treated synchronously under the same conditions except for the absence of DAC.

### PDX model

With the approval of the ethics committee and patients’ consent, fresh tumor tissues from patients with CRC were obtained from Shanghai Changzheng Hospital, China. The MSI status was determined by PCR of genomic DNA isolated from tumor tissue and paracancer tissue from patients. Five markers (BAT-26, BAT-25, D5S346, D2S123, and D17S250) that are recommended by National Cancer Institute for the uniform analysis of MSI in colorectal cancer were evaluated.^28^ Tumor samples identified as MSS were selected for further PDX model establishment. After the non-tumor tissue and necrotic tissue were removed, the tumor tissue was cut into multiple 2 × 2 × 2 mm^3^ pieces for subcutaneous grafting under the right axillary site of the 6-week-old to 8-week-old female NOD-Prkdc^em26Cd52^Il2rg^em26Cd22^/NjuCrl mice (Nanjing Galaxy Biopharma Co., Ltd, Nanjing, China). At 28 days post-inoculation, we administered DAC 20 μg to each mouse for 5 consecutive days by intraperitoneal injection. The control groups were given the same volumes of saline in the same manner. On the seventh day after the end of the drug treatment, the tumors were collected and preserved in RNAlater stabilization solution (Thermo Fisher, CA, USA) for future use.

### Whole-Genome Bisulfite Sequencing (WGBS) and data analysis

Genomic DNA was isolated from the control and the DAC-treated CT26 cells and PDX tumors using a QIAamp genomic DNA Kit (Qiagen, Stockach, Germany) according to the instructions. Bisulfite treatment of genomic DNA was performed using a DNA Methylation Lightning Kit (Zymo EZ, CA, USA). Briefly, 200–500 ng of purified genomic DNA was treated with the Zymo Lightning Conversion Reagent in a thermal cycler for 8 min at 98 °C, followed by 60 min at 54 °C. The bisulfite-treated DNA was purified on a spin column and used to prepare the sequencing library using an EpiGnome Kit (Epicentre, Wisconsin, USA). In this procedure, bisulfite-treated single-stranded DNA was random-primed using a polymerase able to read uracil nucleotides to synthesize DNA that contained a specific sequence tag. The 3′ ends of the newly synthesized DNA strands were then selectively tagged with a second specific sequence, which resulted in doubly tagged DNA molecules with known sequence tags at their 5′ and 3′ ends. The EpiGnome libraries were diluted and loaded onto the cBot DNA Cluster Generation System. After the cluster generation was completed, the flow cell was transferred to the HiSeq 3000 System for sequencing using 75 bp paired-end reads. Additional sequencing could be completed for higher coverage when necessary. The data were analyzed according to the GO database and KEGG database.

### RNA sequencing (RNA-seq) and data analysis

Sequencing and analysis were performed individually on the control and DAC-treated CT26 cells and PDX tumors. The total RNA was isolated with TRIzol (Sigma, St Louis, US) according to the manufacturer’s instructions and converted into libraries of double-stranded cDNA as a template for high-throughput sequencing using the Illumina CBot station and HiScanSQ using the Illumina TruSeq RNA Sample Preparation Kit according to the manufacturer’s recommendations. Briefly, mRNA was purified from 10 to 20 μg of total RNA using poly-T oligo-attached magnetic beads. Fragmentation was conducted using divalent cations under an elevated temperature in the proprietary Illumina fragmentation buffer. Double-stranded cDNA was constructed and subsequently used to establish the cDNA library. RNA-seq was performed on a Hiseq 3000 system. Fragments per kilobase of exon model per million mapped reads (FPKM) values for Refseq genes were established using CASAVA 1.8. To identify reads that spanned alternative splicing events or gene fusion breakpoints, we also analyzed reads using TopHat and Bowtie.

### Immunohistochemistry and evaluation

Formalin-fixed, paraffin-embedded tumor tissues were processed for immunohistochemical staining with antibodies for CD3 (Cell Signaling Technology, clone: D4V8L, Shanghai, China), CD4 (Abcam, clone: EPR19514, MA, USA), CD8 (Abcam, clone: EPR20305, MA, USA), PD-1 (R&D, MN, USA), or interferon-γ (IFN-γ) (Abcam, MA, USA). The antigen retrieval procedure for enhanced detection involved immersion of tissue sections in Tris-EDTA buffer solution (pH 9.0) and heating using microwave irradiation for 5 min. After antigen retrieval and a cooling-off period, the endogenous peroxidase activity was inactivated with 3% hydrogen peroxide in methanol for 10–15 min at 37 °C. The antibodies were incubated with the tissue sections for 2–4 h at room temperature in a humidified chamber. After incubation with primary antibodies, the immunohistochemical procedures were conducted with the ChemMate DAKO Envision Detection Kit (Peroxidase/DAB, Rabbit/Mouse, Glostrup, Denmark) according to the instructions.

Images were acquired using the PerkinElmer Vectra 3 IHC Image Processing System. Briefly, the numbers of tumor-infiltrating T lymphocytes in TME were calculated as follows: ten fields at low magnification (×20) in the tumor nests with the most infiltrating T lymphocytes were selected and then counted and analyzed using Inform 2.0 software. The average value was acquired from the results of the ten selected areas and subsequently used in the statistically analysis.

### Treatment of mice with DAC followed by PD-1 blockade

A total of ~10^6^ CT26 cells in 100 μl PBS were inoculated into the lateral flanks of each BALB/c mouse (Sippr-BK, Shanghai, China). The treatments were initiated on the seventh day after tumor inoculation. DAC was administered by intraperitoneal injection, 20 µg/mouse for 5 consecutive days. After that, PD-1 blockade was performed by injecting 500 μg of anti-PD-1 antibody into each mouse every 3 days through the tail vein for a total of 4 doses. The longest and shortest diameters (*L* and *W*) of the tumors were measured using Vernier calipers (Sata, Shanghai, China) every 3 days. The tumor volume (*V*) was calculated by the formula: *V* = (*L* × *W*^2^)/2. The survival of the tumor-bearing mice was observed and recorded every 3 days.

### Statistical analysis

The statistical analysis was performed using SPSS 21.0 software (IBM Corporation, NY, USA). Student’s *t*-test was used to compare the differences in the tumor sizes and positive cell counts between two groups. ANOVA was used for comparisons among the groups for results involving combinations of DAC with PD-1 blockade. The Kaplan–Meier survival analysis and log-rank test were used for comparisons of the survival of the mice. A *p*-value of <0.05 was considered to be a statistically significant difference.

## Results

### Demethylation of promoter region by low-dose DAC in the tumor cells

Because low-dose DAC is known to act as a methyltransferase inhibitor, we determined the methylation levels of the promoter regions of the whole genome by WGBS. After analysis, we found that the methylation level of the CT26 cells was significantly downregulated after DAC treatment (Fig. 1a). We observed that the methylation levels of the promoter regions of antigen-processing and antigen-presenting genes (Fig. 1b, c), cytokine-related genes, and chemokine-related genes were downregulated (Fig. 1c). A consistent effect was also found for STAT genes, immune response genes, MAPK-signaling pathway genes and PI3K-AKT-signaling pathway genes (Fig. 1c). Thus, low-dose DAC played a demethylation role in the treatment course.

**Fig. 1:**
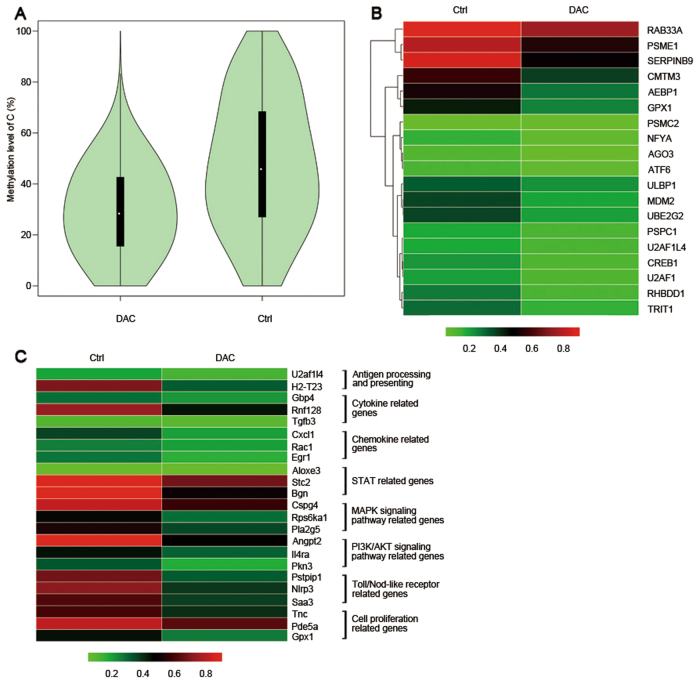
Low-dose DAC decreased the methylation level of the promoter region in CT26 cells. **a** The violin map shows the methylation levels of the control and DAC-treated CT26 cells. Each violin represents a sample, and every 10 kb was regarded as a bin. The methylation level of each bin was calculated. The wider the violin’s was, the more cytosine was methylated. The white dots in the violin represent the median, the black boxes indicate the IQR (lower quartile to upper quartile), the thin black lines indicates the whiskers, and the violin’s shape represents the density of the distribution. **b** Comparison of the methylation level of antigen-processing and antigen-presenting gene promoter regions in the control and the DAC-treated CT26 cells. **c** Comparison of the methylation level of representative differentially expressed genes of the control and DAC-treated CT26 cells

Similar results were also found in the PDX model. The methylation level of the tumor cells was significantly downregulated after DAC treatment (Fig. 2a). Accordingly, in the DAC-treated condition, the promoter region of genes such as antigen-processing and antigen-presenting genes, immune-related genes and protein modification genes were at low demethylation level (Fig. 2b).

**Fig. 2:**
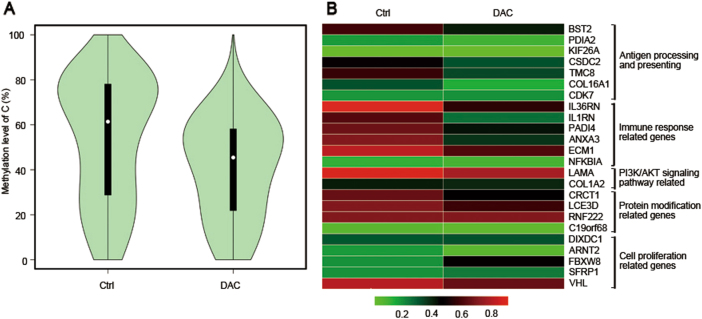
Low-dose DAC decreased the methylation level of the promoter region in tumors in the PDX model. **a** The violin map shows the methylation levels of the control and DAC-treated tumors. **b** Comparison of the methylation level of representative differentially expressed genes in the control and the DAC-treated tumors

### TME re-modulation by the effects of DAC on tumor cells

To confirm the relationship between the methylation level of genes and their expression in the tumor cells, which play an important role in the TME, we conducted a RNA-seq analysis of the DAC-treated and untreated CT26 cells. 

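CT26 is a colon carcinoma line derived from a BALB/c mouse, and decitabine (DAC) is a cytosine analog that traps DNA methyltransferases on newly made DNA. 1 library from DAC-treated CT26 cells and 1 from control CT26 cells were analysed, so no difference between them has a replicate check. The treated cells received DAC at 1 μM in 3 doses, 24 h apart, and were collected 24 h after a change to medium without the drug. The authors deposited whole-number counts for 24223 Ensembl mouse genes in each library. The counts summed to 35163420 in the DAC library and 34221886 in the control library, and 1570 and 3506 genes, respectively, had a count of 0. The paper's methods give poly-A selection, a TruSeq kit and FPKM values from CASAVA, with TopHat and Bowtie. The submitters' processing notes name Trim Galore, STAR 2.5.3a, StringTie 1.3.1c, Cufflinks and DESeq with the mouse build mm10. Counts were scaled by edgeR's TMM factors (1.07 for the DAC library and 0.936 for the control library) to CPM (counts per 1e6 counts of the scaled library). A gene was called higher or lower in the DAC library when its CPM was at least 1 in either library, its ratio of DAC to control was at least 2 or at most 0.5, and the exact (Clopper-Pearson) 95% counting interval of the ratio lay on the same side of 1. These intervals, given in parentheses after each ratio, cover counting error only and would be too narrow if the counts are not independent molecules. For a count of 0, the ratio is taken against 3 counts, which equal 0.0937 CPM in the control library and 0.0798 CPM in the DAC library. The counting interval of such a ratio is open on one side, and its limit can lie nearer to a ratio of 1. In a test on simulated libraries of these 24223 genes, 200 genes were changed. The rule recovered 100% of those changed 3-fold and called 11 of 12472 unchanged genes. Recovery was not split by expression, so it is not shown for genes near 0 control counts. In the simulated libraries 95.2% of counting intervals held the true ratio, so the test covers counting error and not differences between cultures.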

We focused on the mRNA expression level of the genes indicated by the WGBS results. 

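The DAC and control libraries were alike for most genes and far apart for a small set. Krt8, a keratin of simple epithelia, had 5 counts in the control and 4445 in the DAC library, 758-fold more by CPM (interval 324 to 2334). Xist, the noncoding RNA of X-chromosome inactivation on chromosome X from 103460366 to 103483254 (GRCm38), had 21 and 10393 counts, a ratio of 422 (276 to 682). At the other end, Fn1, which encodes the matrix protein fibronectin, was among the most abundant transcripts and had 210619 counts in the control against 65467 after DAC, 3.78-fold lower. Gapdh, a glycolytic enzyme often used as a reference, had a ratio of 0.997 (0.984 to 1.01), and Dnmt1, the maintenance DNA methyltransferase, 0.994 (0.964 to 1.03). None of 56 cytosolic ribosomal protein genes was higher or lower by the 2-fold rule. Across the 13545 genes past the CPM minimum, log2 CPM in the 2 libraries correlated with Pearson's r = 0.93 and Spearman's rho = 0.96, where genes are not independent replicates. With 2 libraries, a principal component analysis has a single axis, and the distance along it cannot be set against the spread between replicates.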

Our data suggested that the expression profile of CT26 cells was obviously changed (Fig. 3a). 

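Of the 13545 genes, 1468 were higher and 716 were lower in the DAC library, and 1206 of the higher and 533 of the lower genes are protein-coding. The genes that stood farthest above the control included Pcdhga2, Gstp2 and Serpinb9g. Pcdhga2, a protocadherin of the gamma cluster, had 3 control and 3401 DAC counts, a ratio of 966 (330 to 4687). Gstp2, a glutathione S-transferase, had 0 and 1893 counts, 538-fold more against 3 counts (interval from 437). Serpinb9g, a serine protease inhibitor, had 13 and 1493 counts, a ratio of 97.9 (57.1 to 184). Dpep1, a dipeptidase, had 1 and 301 counts, a ratio of 257 (45.7 to 10165), and the muscle creatine kinase gene Ckm and the adhesion gene Cntn3 had 0 control counts and 220 and 265 DAC counts. Among the genes farthest below the control were Ugt1a1 and Ugt1a2, which encode glucuronosyltransferases (144 and 106 control counts, 0 DAC counts in both), the growth factor gene Fgf2 (125 and 5 counts, 29.3-fold lower), the protease inhibitor gene Serpinb2 (189 and 7 counts, 31.7-fold lower), and Bpifc, Otog and Ostn, at 27.6-fold, 17.8-fold and 16.8-fold lower. Of the 50-base stretches of their longest transcripts, 72.6% in Gstp2, 44.8% in Pcdhga2, 54.8% in Serpinb9g and 58.2% in Ugt1a1 occur in other genes too, so their counts may hold reads of those genes. Scaled by library totals alone, which moves each log2 ratio by 0.19, 1889 genes were higher and 458 lower.

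**Figure D1:**
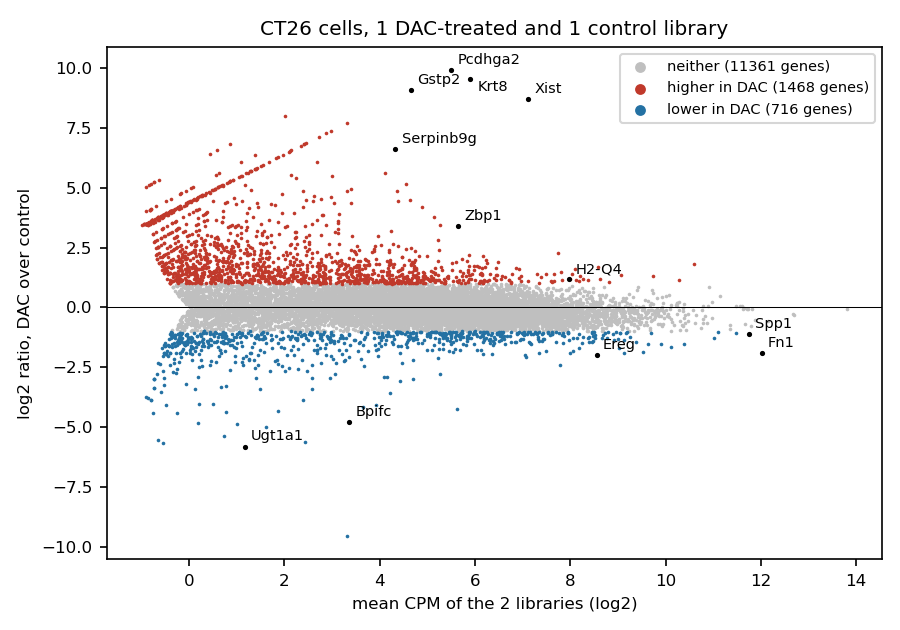
Each point is 1 of 13545 genes, with the mean CPM of the DAC and control libraries on a log2 scale (x axis) against the log2 ratio of DAC to control (y axis). The 1468 genes higher in DAC are red, the 716 lower genes are blue, genes with 0 counts are placed at 3 counts, and lines of points at low CPM are genes with the same small count in a library.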

A number of functionally related genes were differentially expressed after DAC exposure, including more than 180 genes that were significantly upregulated (red) and 139 genes that were significantly downregulated (green) (Fig. 3b, c). 

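In the DAC library, the interferon-stimulated genes and the interferon-inducible GTPases stood above other genes of like expression, while the medians of the JAK-STAT, MAPK and PI3K-AKT lists lay within the range of random lists. Of 42 interferon-stimulated genes, 18 were higher and 2 lower. Zbp1, a sensor of Z-form nucleic acid, was 10.6-fold higher (9.4 to 12.1), Ifit3 5.52-fold (4.8 to 6.36) and Ifit3b 5.02-fold (4.22 to 6), while Ifi27 and Ifi203 were 2.55-fold and 2.05-fold lower. The median log2 ratio of the list was 0.77, at percentile 100 among 10000 random lists matched on expression. The GTPase list had 8 of 17 genes higher (12 by library totals), such as Gbp4 (4.03-fold, 3.4 to 4.8) and Tgtp1 (4.47-fold, 3.97 to 5.04), and 1, Gbp8, lower. Of 19 cytokine genes measured, 7 were higher, with Tnf and Osm at 0 control counts and 58 and 54 DAC counts, and 2 were lower, Il6 (2.53-fold) and Spp1 (2.17-fold). The list's median was 0.15, at percentile 73.2, and turns negative at a CPM of at least 5 (-0.090 over 12 genes). Of 5 chemokine genes, 2 were higher, among them Cx3cl1 (0 and 41 counts), and Cxcl10, the most abundant of the 5, had a ratio of 0.967 (0.876 to 1.07). In the JAK-STAT list 4 of 29 genes were higher and 0 lower (6 and 0 by library totals, 2 and 0 after GC centring; median 0.12, percentile 93.9): Stat2 (2.06-fold, 1.98 to 2.15), Stat5a (2.46-fold, 2 to 3.04), Socs1 (2.45-fold, 1.94 to 3.12) and Ptpn6. After centring on GC content, chosen after seeing the data, its median was 0.185, above the random range that ends at 0.177. Of 26 genes of Toll-like and NOD-like receptor signaling, 7 were higher, with Nlrp3 at 4.99-fold (3.86 to 6.54) and Cd14 at 4.39-fold (3.93 to 4.92), and 1, Nlrp12, was lower (percentile 81.2). In the MAPK list 6 of 50 were higher and 1 lower (4 and 1 after GC centring; median -0.01, percentile 87.1), Egr1 at 2.22-fold (2.16 to 2.3) and Rps6ka1 at 4.67-fold (3.7 to 5.94) against Rps6ka3 at 2.72-fold lower. In the PI3K-AKT list 2 of 38 were higher, Pkn3 (3.09-fold, 2.78 to 3.45) and Inpp5d (0 and 72 counts), and 2 lower (4 and 1 by library totals, 2 and 1 after GC centring; median -0.04, percentile 70.3). Of the 24 genes labelled in Fig. 3d, chosen by the authors on these samples, 20 were higher and 3 lower by the 2-fold rule. By library totals or after GC centring Ifi203 and Spp1 no longer pass 2-fold (log2 ratios -0.84 and -0.93 by totals), and after GC centring neither do Il6, Stat2, Ptpn6 and Egr1 (-0.97, 0.98, 0.85 and 0.89). Tgtp1 and Ifit3 share 91.4% and 51.2% of their 50-base stretches with other genes.

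**Figure D2:**
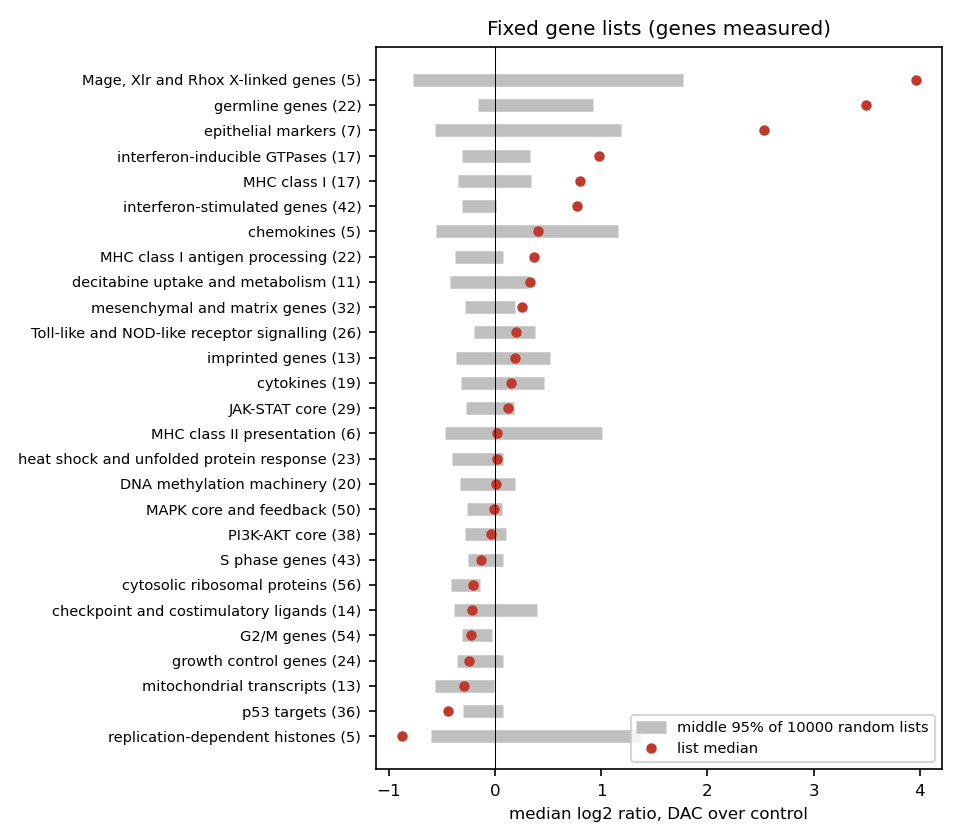
Median log2 ratio of DAC to control (x axis, red points) of each fixed gene list with at least 5 genes measured, with the number measured in parentheses. Gray bars span the middle 95% of 10000 random lists of the same size and like expression, and the interferon-stimulated genes lie to the right of theirs at 0.77.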

We also found that antigen-processing and antigen-presenting genes, cytokine-related genes, chemokine-related genes, STAT genes, immune response genes, MAPK-signaling pathway genes and PI3K-AKT-signaling pathway genes were activated (Fig. 3d). 

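Of the antigen-processing genes, 4 proteasome genes and Tapbp were higher in the DAC library. The immunoproteasome subunits Psmb8, Psmb9 and Psmb10, which replace the standard catalytic subunits and shape the peptides made, were 10.8-fold (9.35 to 12.5), 5.9-fold (4.81 to 7.3) and 5.86-fold (5.04 to 6.85) higher. Tapbp, the tapasin that holds MHC class I at the peptide transporter, was 4.82-fold higher (4.62 to 5.04), and the proteasome activator gene Psme1 2.27-fold (2.12 to 2.43). Psmb8 lies on chromosome 17 of GRCm38 from 34197721 to 34201454. The transporter genes Tap1 and Tap2 had ratios of 1.31 and 1.77, B2m, the light chain of MHC class I, 1.5 (1.48 to 1.53), and the classical heavy chains H2-K1 and H2-D1 1.67 (1.62 to 1.72) and 1.39 (1.37 to 1.41), all below the 2-fold rule. Nlrc5, a transactivator of MHC class I, had a ratio of 0.854. Of the 22 antigen-processing genes, 5 were higher and 0 lower (median log2 ratio 0.36, percentile 100), and of 17 MHC class I genes 8 were higher and 0 lower (5 and 0 after GC centring; median 0.80, percentile 99.99); over the 8 class I genes that share under 10% of their 50-base stretches with other genes the median was 0.43, within the random range of -0.50 to 0.63. Of 16 genes for MHC class II presentation, 11 are in the count tables and 6 passed the CPM minimum, and 1, Ctss, was higher (0 and 56 counts). Of the 22 genes in Fig. 4, a set that the authors picked from these samples, 8 were higher and 13 lower by the 2-fold rule, 8 and 9 by library totals, and 5 and 8 after GC centring, which was chosen after seeing the data. The higher ones include Serpinb9 (2.86-fold, 2.51 to 3.26), Aebp1 (2.64-fold, 2.46 to 2.83) and Cmtm3 (2.61-fold, 2.44 to 2.78), and the lower ones Rab33a (6.26-fold lower), Trit1 (2.72-fold) and Mdm2 (2.27-fold). Psme1, H2-Q2, H2-Q4 and H2-Q6 no longer pass 2-fold after GC centring (log2 ratios 0.997, 0.98, 0.98 and 0.94), nor Mdm2 by library totals (-0.99). MHC class I genes share sequence with each other, and the reference is a C57BL/6J genome while CT26 is of BALB/c origin, so reads of single class I genes may be misplaced. From the upregulation of genes for antigen processing and presentation, the paper proposes that the tumor cells became more immunogenic.

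**Figure D3:**
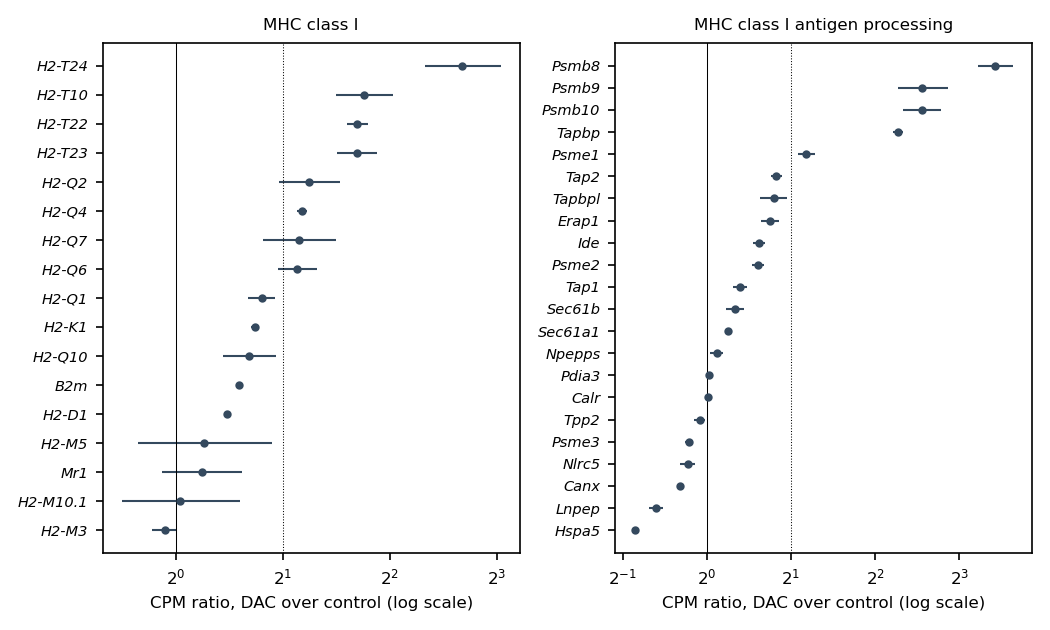
CPM ratio of DAC to control (x axis, log scale) for the 17 MHC class I genes (left) and 22 antigen-processing genes (right), as points with 95% counting intervals. The solid line marks a ratio of 1 and the dotted line a ratio of 2, and Psmb8 lies farthest to the right among the processing genes at 10.8.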

Notably, the genes related to antigen processing and presenting were significantly upregulated (Fig. 4), which suggested that the immunogenicity of tumor cells was improved. The differentially expressed genes that were downregulated after DAC treatment were mainly related to cell proliferation (Fig. 3d).

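Most genes of the S phase, G2/M and growth control lists differed by less than 2-fold between the libraries. Areg and Ereg, ligands of the EGF receptor that lie near each other on chromosome 5, were 4.24-fold and 3.97-fold lower after DAC, and Ccnd3, a D-type cyclin, 2.54-fold lower. Mki67, a marker of cycling cells, had a ratio of 0.634 (0.62 to 0.648). Of 43 S phase genes, 1, Fen1, was lower (2.74-fold) and 1, Ung, higher, and of 54 G2/M genes, 1, Anp32e, was lower (2.24-fold) and 1, Cdca3, higher. Of 24 growth control genes, 3 were lower and 1, Ccne1, was higher. The median log2 ratios of these lists were -0.13, -0.23 and -0.25, at percentiles 33.7, 18.7 and 15.7 among matched random lists, and 5 of the 716 lower genes belong to them. The 3 genes that Fig. 3d groups under cell proliferation were lower: Tnc, a matrix glycoprotein, by 4.44-fold, Pde5a, a phosphodiesterase, by 3.54-fold and Gpx1, a glutathione peroxidase, by 2.83-fold. Among 36 p53 targets, 5 were lower, among them Aen (2.55-fold) and Plk3 (2.05-fold), and 2 higher, Fas and Gdf15, and the cell cycle inhibitor Cdkn1a had a ratio of 0.663 (0.651 to 0.675). The median of the p53 targets was -0.45, at percentile 0.01 and below the random range of -0.30 to 0.07. By library totals it was -0.25, but these move every log2 ratio up by 0.19, so that value cannot be set against this range. After GC centring, chosen after seeing the data, the p53 median was -0.40, at percentile 0.05 and below the random range of -0.26 to 0.10. The S phase median turns positive by library totals (0.061), where the median over all measured genes rises too, from -0.018 to 0.177. That change of sign goes with the scaling and is not specific to S phase genes. After GC centring the S phase median was 0.064, within the random range of -0.22 to 0.093. By library totals Anp32e and 4 of the 5 lower p53 targets, Plk3 among them, no longer pass 2-fold (log2 ratios -0.97 and -0.85 for Anp32e and Plk3), 4 p53 targets stay lower with DESeq2 or upper-quartile factors and 3 after GC centring, which also ends the call of Anp32e, and Fas loses its call when intervals come from counts divided by 3.

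**Figure D4:**
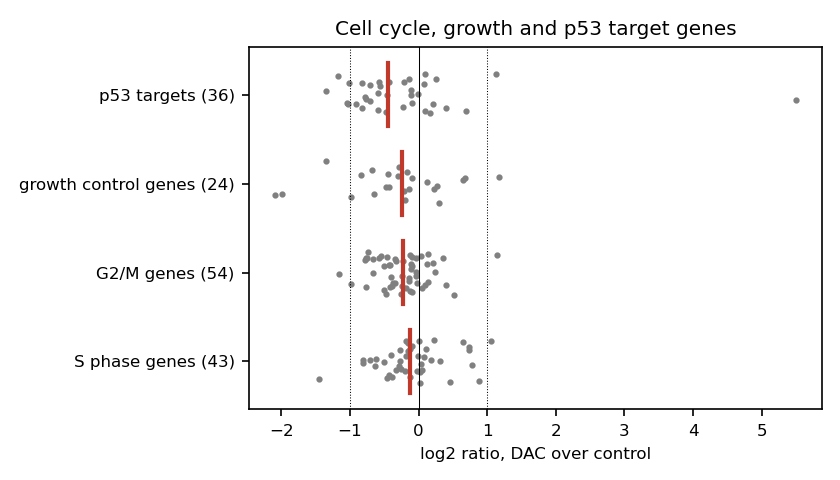
Log2 ratio of DAC to control (x axis) of each measured gene (gray points, spread vertically for view) in 4 fixed lists, with the number of genes in parentheses, the list median as a red bar and 2-fold differences as dotted lines. The medians of the S phase, G2/M and growth control genes are -0.13, -0.23 and -0.25. The first turns positive by library totals, which raise every log2 ratio alike.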

**Fig. 3:**
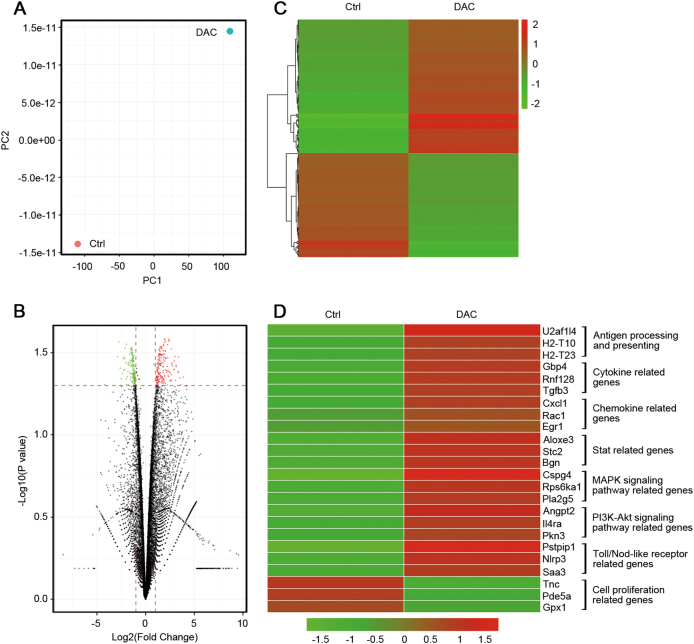
The effects of low-dose DAC on the CT26 cells. **a** Principal component analysis of the control and DAC-treated CT26 cells. A greater distance between the two points indicates a greater difference in the gene expression. **b** The volcano plots show the fold-changes (FC) and *p*-values for the comparisons between the control and DAC-treated CT26 cells. Differentially expressed genes (FC ≥ 2, *p*-value <0.05 with FDR, diffå 100) are displayed in red, and differentially expressed genes (FC ≤ 2, *p*-value <0.05 with FDR, diffå 100) in green. **c** Unsupervised hierarchical clustering of the control and DAC-treated CT26 cells. **d** Representative differentially expressed genes and their associated functions in the control and DAC-treated CT26 cells

**Fig. 4:**
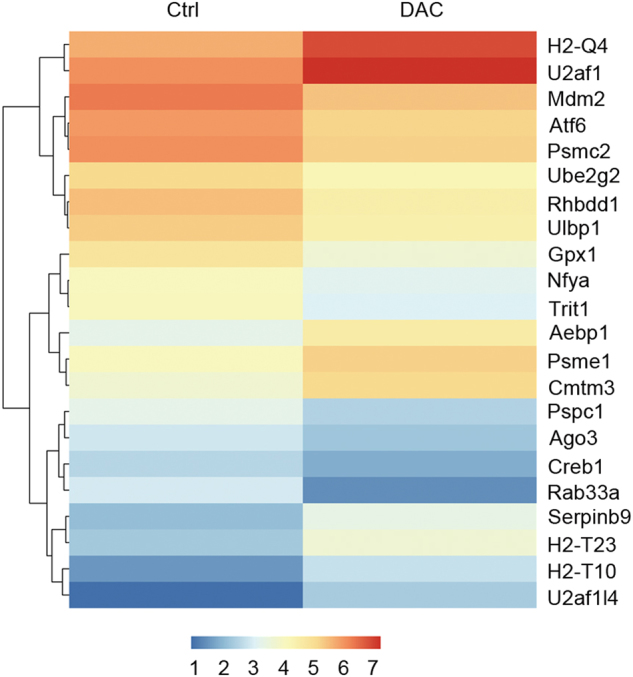
Comparison of the differentially expressed antigen-processing and antigen-presenting genes in the control and DAC-treated CT26 cells

Results similar to those described above were also observed in the PDX model. The expression profile of the tumors that were primarily identified as MSS (data not shown) was changed after DAC treatment in vivo (Fig. 5a, b). Approximately 89 genes were significantly upregulated (green) whereas 50 were downregulated (purple; Fig. 5c). The major types of upregulated genes were antigen-processing and antigen-presenting genes, immune-related genes and protein modification genes (Fig. 5d). These results focused on the genes with low methylation levels, as shown by WGBS. Cell proliferation-related genes were downregulated, which was consistent with the data from the CT26 cells (Fig. 5d). All the above results indicated that DAC could break the balance of the primary TME and re-modulate it to a novel status by activating certain genes via demethylation of the promoter regions.

**Fig. 5:**
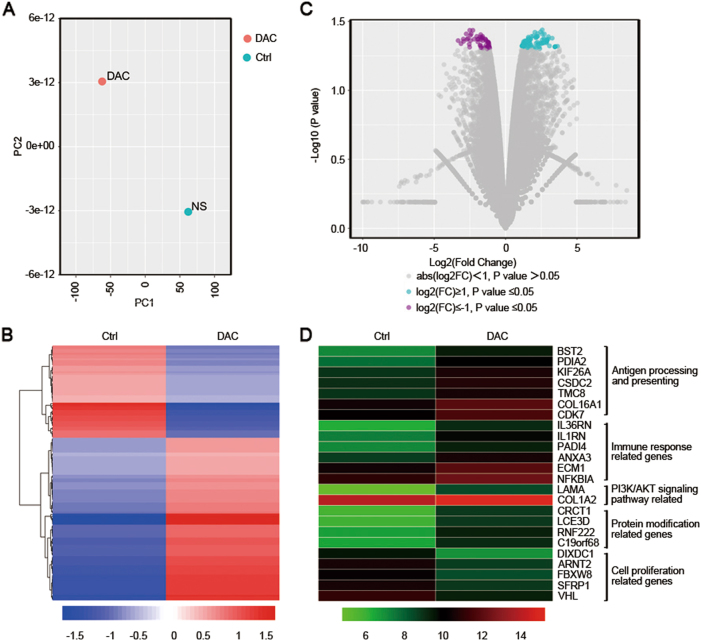
The effects of low-dose DAC in the PDX model. **a** Principal component analysis of the control and DAC-treated tumors in the PDX model. A greater distance between two points indicates a greater difference in the gene expression. **b** Unsupervised hierarchical clustering of the control and the DAC-treated tumors. **c** The volcano plots show the fold-changes (FC) and *p*-values for the comparisons between the control and the DAC-treated tumors. Differentially expressed genes (FC ≥ 2, *p*-value <0.05 with FDR, diffå 100) are displayed in purple, and differentially expressed genes (FC ≤ 2, *p*-value <0.05 with FDR, diffå 100) are displayed in green. **d** Representative differentially expressed genes and their related functions in the control and the DAC-treated tumors

### TME re-modulation by the influence of DAC on immune cells

DAC at an adaptive dose could induce a number of functional genes in tumor cells to be differentially expressed, which resulted in TME re-modulation. We therefore wondered if DAC treatment could further modify the TME by affecting immune cells such as T lymphocytes, which are one of the most important soldiers in the anti-tumor battle. Tumor-bearing mice were treated with low-dose DAC for 5 consecutive days, and the end day was recorded as DAC-0 day. The mice were sacrificed at a series of different times as indicated in Fig. 6a, and tumors were excised. Excitingly, we found that increasing numbers of T lymphocytes infiltrated into the tumor area after the low-dose DAC treatment. The number of infiltrated T lymphocytes was significantly increased at the DAC-3 day, and reached a peak at the DAC-7 day and DAC-14 day (Fig. 6b).

**Fig. 6:**
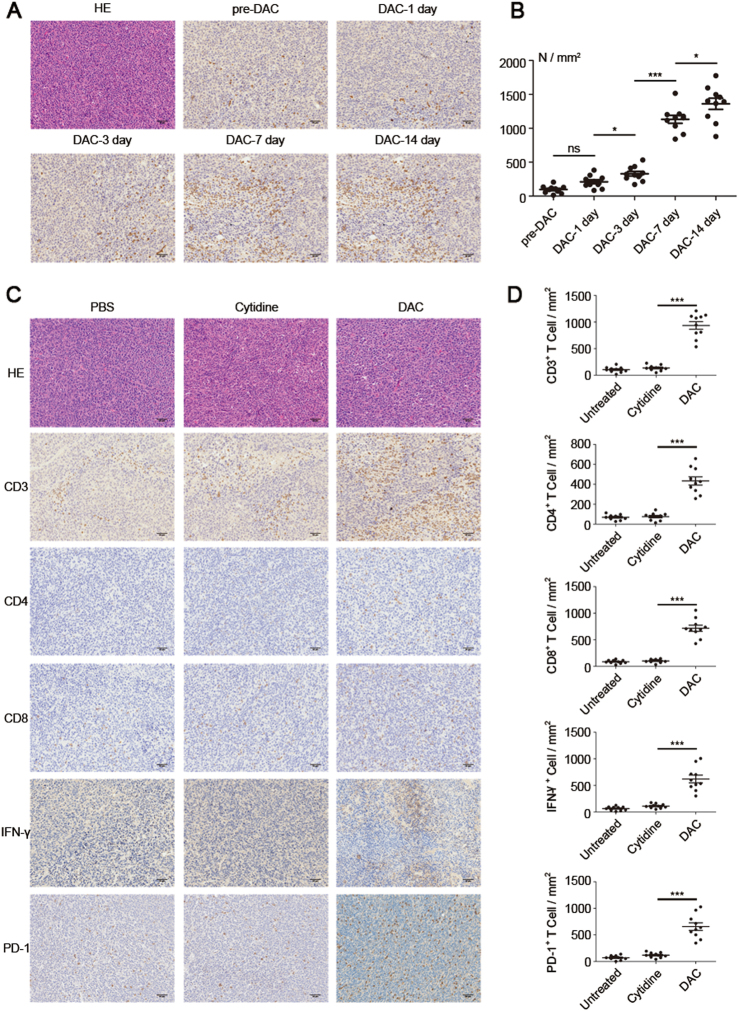
Re-modulation of the tumor microenvironment by low-dose DAC. **a** The mice were inoculated with the tumor, and beginning 7 days later, each mouse received peritoneal injections of 20 μg DAC for 5 consecutive days. The last day of injection was recorded as DAC-0 day. The mice were sacrificed at DAC-1 day, DAC-3 day, DAC-7 day and DAC-14 day. The tumor sections were stained for CD3 by IHC. **b** The stained slides were analyzed using the PerkinElmer Vectra 3 automated, high-throughput quantitative pathology imaging system. CD3-positive T cells were counted under ×200 magnification. From each slide, 10 fields were selected for analysis. The results were analyzed using ANOVA. *p < 0.05, ***p < 0.001, ns indicates no significant difference. **c** The tumors on DAC-7 day from the PBS-treated, Cytidine-treated, and DAC-treated mice were stained for CD3, CD4, CD8, IFN-γ and PD-1. **d** The stained slides were analyzed using the PerkinElmer Vectra 3 automated, high-throughput quantitative pathology imaging system. The positive cells were counted under ×200 magnification. From each slide, 10 fields were selected for analysis. The results were analyzed using ANOVA. ***p < 0.001

To further evaluate the status of the modification of the TME by low-dose DAC, we treated the tumor-bearing mice with DAC for 5 consecutive days. Parallel controls included the use of PBS and cytidine (an analog of DAC). The tumors were isolated at Day 7 and then tested using IHC (Fig. 6c). There were many more T lymphocytes, including CD4^+^ T lymphocytes and CD8^+^ T lymphocytes in the TME, and the IFN-γ secretion level was significantly greater in the DAC-treated group than in the control groups (Fig. 6d). Notably, we found that the majority of the infiltrated T lymphocytes were PD-1 positive (Fig. 6c), which suggested that the re-modulation of the TME by DAC might maintain the inhibition status induced by the PD-1 blockade.

### Improvement of the anti-tumor effect of PD-1 blockade with DAC assistance

Since DAC could re-modulate the TME by modifying the tumor cell characteristics with the consequence of improving the T lymphocyte infiltration, we hoped to improve the therapeutic effect of PD-1 blockade by the addition of DAC. Mice bearing CT26 tumors were treated with various drug combinations (Fig. 7a). The results showed that DAC alone (*n* = 10) had no effect on tumor growth (Dunnett *t*-test, *P* = 0.060) compared to the untreated group, but the survival rate improved (log-rank test, *P* = 0.0273). PD-1 blockade alone (*n* = 10) began to show an inhibitory effect compared with the untreated group at Day 19 (Dunnett *t*-test, *P* = 0.039) and improved the survival rate (log-rank test, *P* = 0.004). The combination of DAC and PD-1 blockade (*n* = 10) showed a significantly different effect on tumor inhibition on Day 34 (Dunnett *t*-test, *P* = 0.019) and a longer survival time than the PD-1 blockade alone (log-rank test, *P* < 0.001 (Fig. 7b, c). Therefore, DAC modified the tumor cells to be more sensitive to the immune response, and more T lymphocytes appeared in the TME and were further activated by the PD-1 blockade. In other words, DAC enhanced the anti-tumor effect of the PD-1 blockade and improved the survival rate in CRC.

**Fig. 7:**
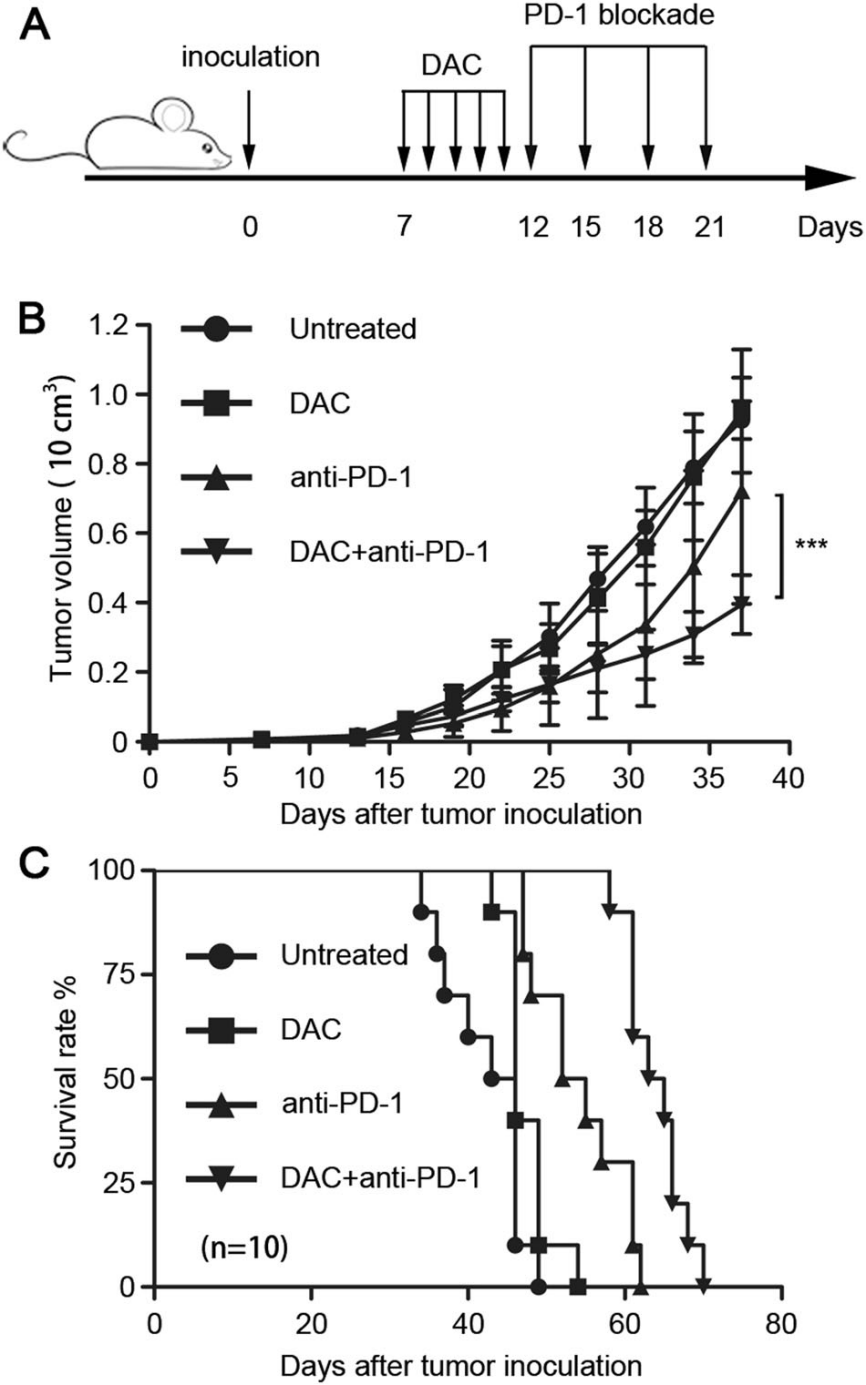
The anti-tumor effect of a PD-1 blockade was improved by low-dose DAC in CT26 tumor-bearing mouse model. **a** Seven days after the tumor inoculation, the mice received peritoneal injections of low-dose DAC (20 μg/mouse) for 5 consecutive days. Subsequently, one group was administered the PD-1 blockade (500 μg/per mouse) by tail vein injection every 3 days for a total of four doses. The mice in the other three groups were injected with the same volume of saline at the corresponding time. **b** The tumor volumes were evaluated and recorded every 3 days by measuring the longest and shortest diameters (*L* and *W*). The tumor volumes (V) were calculated using the formula: *V* = (*L* × *W*^2^)/2. The results were analyzed using ANOVA. ***p < 0.001. **c** The survival rates of the mice were observed and recorded, and the results were analyzed using the log-rank test

## DISCUSSION

Tumor immunotherapies such as chimeric antigen receptor T cells and PD-1 blockade have achieved exciting clinical outcomes. However, the overall effective rate of PD-1 blockade in solid tumors is only 20–30%. The inhibitory status of the TME largely impairs the effect of immunotherapy.^29^ The intensity of the immune response in the TME crucially determines the effectiveness of immunotherapy.^3–5,30^ The microenvironment in tumors that are MSI-H/dMMR is immune responsive, which provides evidence and a reference for other strategies. How to change a cold tumor (low immunoreactivity) to a hot tumor (high immunoreactivity) has become a hot topic. Therefore, multiple strategies such as DC vaccines, oncolytic viruses, and radiotherapy have been explored to modulate the TME with the goal of enhancing the anti-tumor effect.^31–35^ For example, radiation-damaged tumor cells not only undergo a so-called immunogenic death that effectively exposes tumor antigens and triggers an antitumor immune response but also activate APCs through the release of damage-associated molecular pattern molecules (DAMPs).^36^ Radiation therapy has the potential to trigger antigen-specific, adaptive immunity, a phenomenon called “in situ” vaccination, which improves the efficiency and survival rate combining with PD-1 blockade or another immunotherapy.^37,38^

In this study, we have demonstrated that low-dose DAC could modify the CT26 cells and the PDX tumor cells by demethylation of the DNA promoter regions, which increased the expression of antigen-processing and antigen-presenting genes and other immune-related genes. 

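H2-T10 had 148 counts in control CT26 cells and 589 after DAC, a CPM ratio of 3.39 (2.83 to 4.09), H2-T23 had 296 and 1121 counts, a ratio of 3.23 (2.84 to 3.68), and H2-Q4 had 4961 and 13140 counts, a ratio of 2.26 (2.18 to 2.33). They lie among the nonclassical class I genes of the mouse MHC on chromosome 17 of GRCm38, H2-Q4 from 35379617 to 35385290, H2-T23 from 36029773 to 36032855 and H2-T10 from 36115876 to 36121465. H2-T23 encodes Qa-1, the ligand of the NKG2A receptor of NK and T cells. Their neighbors H2-T22 and H2-T24 were also higher, at 3.24-fold (3.03 to 3.46) and 6.37-fold (5.02 to 8.2). Of their 50-base stretches, 31.6% in H2-T10, 22.0% in H2-Q4 and 15.0% in H2-T23 are shared with other genes, for H2-T10, which GENCODE annotates as a polymorphic pseudogene, mainly with H2-T22. After GC centring, chosen after seeing the data, H2-Q4 had a log2 ratio of 0.98 and no longer passes 2-fold.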

In CT26 cells, H2-T10, H2-Q4 and H2-T23 of the mouse MHC complex were significantly upregulated (Figs. 3d and 4), and this was closely related to the presentation of tumor antigens. This is similar to the result reported by Schrump.^39^ 

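Tgfb3, a cytokine of the TGF-β family on chromosome 12 of GRCm38 from 86056745 to 86079041, had 198 counts in control CT26 cells and 802 after DAC, 3.45-fold more by CPM (2.95 to 4.05). Cxcl1, a chemokine that attracts neutrophils, on chromosome 5 from 90891241 to 90893115, had 130 and 546 counts, 3.58-fold more (2.95 to 4.37). The other TGF-β genes, Tgfb1 and Tgfb2, were 2.19-fold and 2.25-fold higher. In CPM, Cxcl1 stood at 4.06 and 14.5 and Tgfb3 at 6.18 and 21.3 in control and DAC.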

Correspondingly, cytokine genes and chemokine genes such as TGFB3 and CXCL1 were activated. These results clearly indicate that the intensity of the immune response in the TME was enhanced, which changed the cold tumor to a hot one.

Furthermore, we established a PDX model of CRC with MSS in immunodeficient mice. DAC was administered, and the characteristics of the tumor cells were profiled. We found that the proteins were significantly modified compared to the control, and immune-related genes such as IL36RN, IL1RN, and NFKBIA were regulated by DAC, which suggested that the immunogenicity of the tumor cell was improved. Consistent with previously reported studies,^40,41^ our results showed a strong correlation between the gene methylation level and gene activation. Therefore, low-dose DAC changed the characteristics of tumor cells to become more immune responsive.

The changes in tumor cells resulted in the re-modulation of the TME, which increased the infiltration of T lymphocytes to the tumor site. Unfortunately, we found that most of the infiltrated T lymphocytes were PD-1 positive (Fig. 6c), which indicated that they would be anergic and dysfunctional. This might be due to the activation of the STAT-related genes,^42,43^ as shown in Fig. 3d. If so, PD-1 blockade might be effective in this context. Above all, none of the genes associated with MMR are mutated in CT26, which demonstrated that the CT26 CRC cells are MMR-proficient or MSS.^44^ Of special importance, we first proved that low-dose DAC could alter the profiles of the CRC cells with MSS, and the combination of low-dose DAC and PD-1 blockade significantly inhibited the tumor growth of CT26 CRC cells and improved the survival rate of the tumor-bearing mice. Our findings strongly suggested that the treatment strategy of the joint application of PD-1 blockade and low-dose DAC would be effective in future clinical trials.

Increasing evidence has accumulated that shows that DAC alone or combined with other epigenetic reagents such as histone deacetylase inhibitors can specifically improve the expression of the testicular cancer antigens NY-ESO-1; MAGE-1, MAGE-2, MAGE-3; and GAGE^39^ in tumor cells but not in normal epithelial cells.^45,46^ Furthermore, the de novo expression of NY-ESO-1 induced by DAC was found to be persistent. Its mRNA and protein could still be detected in some renal cell lines 50–60 days after the DAC treatment.^47^ Our findings also demonstrated that the low-dose DAC could reactivate the silent genes by demethylation of their promoters. 

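In CT26 cells, 189 genes went from under 0.1 CPM in the control library to at least 1 CPM in the DAC library, against 13 in the opposite direction. Of the 189 genes, 147 are protein-coding and 19 lie on chromosome X. They include Rhox2d (3 control and 546 DAC counts, ratio 155, interval 52.8 to 754) of the X-linked reproductive homeobox cluster. Among them are also the collagen gene Col6a5 (3 and 396, ratio 112, interval 38.2 to 548) and Bglap3, an osteocalcin gene (3 and 585, ratio 166, interval 56.6 to 808). Pet2 and Wdr49, also in the set, had 0 control counts and 495 and 413 DAC counts. These were 141-fold and 117-fold more against 3 counts (intervals from 114 and 95). Of 43 germline genes with counts, 22 passed the CPM minimum, and of these 16 were higher, nearly all at under 1 CPM in control and so measured by their DAC counts alone, and 1, Taf7l, lower; at a CPM of at least 5 the median log2 ratio was 0.76 over 9 genes, and without the filter 1.88. The testis tubulin genes Tuba3b and Tuba3a had 0 control counts and 381 and 161 DAC counts, Hormad1 and Sycp3 of the meiotic chromosome axis had 0 and 2 control and 142 and 69 DAC counts, and Piwil2, of the piRNA pathway, 31 and 755. 24 of the 189 genes belong to the fixed lists. Of the 50-base stretches of Rhox2d and Tuba3b, 44.7% and 29.5% occur in other genes, so counts of single copies are uncertain. Promoter methylation of these genes was not analysed here.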

The function of these genes was vital for the crosstalk between the tumor and immune system, especially for the immune response that was triggered by the reactivation of antigen-processing and antigen-presenting genes, cytokine-related genes, chemokine-related genes and other immune-related genes. Moreover, DAC not only modified the tumor cells but also promoted the T-cell proliferation in vivo.^48^ This made DAC the ideal pretreatment drug for immunotherapy.^49^

It is known that the efficiency of PD-1 blockade is largely dependent upon the characteristics of tumor mutation burden or MSI-H. High MSI usually results in more mutations and the production of unknown proteins that can be recognized by the immune system. More tumor mutation burden means more infiltrated T lymphocytes, which is similar to the mechanism in our hypothesis. It is essential that enough anergic T lymphocytes are reactivated by the PD-1 blockade to kill the tumor cells. However, one of the key problems of immunotherapy is the low immunogenicity of the tumor and the hypo-immunoreactivity or immune-anergy of the immune system. It will be essential to determine how to improve the tumor immunogenicity such that the tumor can be recognized by the immune system. Notably, a large number of researchers have reported that DNA methylation may be more closely related to cancer than gene mutation. Up to 5% of the known genes in tumor cells have promoters that are abnormally hypermethylated. Most of these genes are known tumor-suppressor genes, which are silenced.^50^ However, DNA analysis of various tumor cells has found that the probability of gene mutation in cancer cells is much lower than expected.^51^ The possibility that antigen genes and immune response-related genes could be reactivated by DAC could provide a novel immunological boost to cancer patients.^52^ Fortunately, the expression of testicular cancer antigens induced by DAC has not been found to occur in normal epithelial cells; therefore, these normal cells are able to escape from the immune attacks. It is promising that DAC would convert a “cold tumor” to a “hot tumor” that would be more responsive to the immunotherapy.

Collectively, we have provided a novel therapeutic application of DAC for CRC patients. DAC-based TME re-modulation could create more suitable conditions for other immunotherapies, for example PD-1 blockade. Strategies that combine low-dose DAC with immunotherapy for CRC patients, especially those with MSS, are promising but need to be confirmed by more clinical evidence.

How the deposited data were processed for this re-analysis (not part of the article)

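RNA-seq of mouse CT26 colorectal cancer cells was analysed, with 1 library from cells given 3 doses of 1 μM DAC and 1 from control cells collected in parallel. Each library came with a table of counts per Ensembl gene, 24223 genes in the same order in both. The authors deposited these counts as whole numbers without normalization. The submitters' processing notes name Trim Galore, FastQC, STAR 2.5.3a, StringTie 1.3.1c, Cufflinks, DESeq and the build mm10, while the paper's methods describe FPKM values from CASAVA with TopHat and Bowtie, and which route made the counts is not given in the sources used here. The number of genes with exactly 3 counts (1240 in DAC, 1176 in control) and with 4 (650 and 596) shows a break, and some mitochondrial pseudogenes carry counts like those of the mitochondrial genes, so a count need not be a single unique fragment and genes with near-identical copies are uncertain.

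Gene symbols, biotypes and coordinates came from GENCODE mouse release M21 on GRCm38, the assembly that mm10 names; 24122 gene identifiers matched and 101 did not. From the deposited counts, edgeR 4.0.16 gave TMM factors, and CPM values and ratios were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The 2-fold rule, the CPM minimum of 1, the 95% exact binomial counting interval, the floor of 3 counts, the 33 gene lists and the rule for named genes were set before the data were examined. Named genes are those the paper names for CT26 RNA in its text, Fig. 3d and Fig. 4 (whose directions had been seen), the 15 higher and 15 lower genes with the interval farthest from 1 without Gm or Rik names, up to 3 higher and 3 lower genes per list with its most abundant member, the 10 genes silent in control and expressed in DAC with the highest DAC CPM, and 12 control genes. The text does not describe every gene that this rule names, and it also names genes outside the rule, chosen after their values were seen: Tapbp, Tap1, Tap2, Nlrc5, H2-Q2, H2-Q6, Magea8, Xlr3a, Piwil2, Hormad1, Krt7, Krt19, Tgfb1, Tgfb2, Ptpn6, Ptprc, Snai2, Vim and Gm49396. A list's median log2 ratio was placed among 10000 random lists of the same size drawn from 20 bins of mean expression, as a description of these 2 libraries. Without the filter, a 0 beside a count of at most 3 puts both counts at 3. No p-value is given, since genes are not replicates.

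Alternatives were library totals, DESeq2 1.42.0 size factors, upper-quartile factors, other filters, a fold of 4, an interval beyond 2-fold, a difference of over 100 normalized counts, a prior count of 2 or 5, thinning of the deeper library, and, chosen after seeing the data, centring on 20 bins of GC content, centring on all genes and an interval from counts divided by 3. The share of 50-base stretches of a gene's longest transcript found in other genes was counted in the GENCODE transcripts. The pipeline was tested on simulated libraries, in which 95.2% of counting intervals held the true ratio, so differences between cultures were not part of the test. Depth set the limits: 1 CPM equals 37.6 counts in DAC and 32 in control, and the 10 most abundant genes held 5.26% and 5.83% of counts. Bisulfite sequencing, xenograft tumors, staining and mouse experiments were not analysed here.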

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

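The tests of GC content and of shared sequence below were set before their results were seen; the GC centring itself was chosen after seeing the data. Gene lists for groups that the paper does not report on in CT26 RNA (it cites earlier work for the activation of testis antigens by DAC) were picked out where at least 5 members were measured and the median lay at or above percentile 97.5 of matched random lists, a level that 2.5% of lists would pass by chance.

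The germline genes had a median log2 ratio of 3.49 over 22 measured genes (percentile 100), and the list of Mage, Xlr and Rhox genes 3.97 over 5 (percentile 99.96), of which Rhox1, Rhox2a and Sycp3, an autosomal gene also in the germline list, were higher and Rhox5 had -0.50; Magea8 had 0.89, under 2-fold in the main setting, and by library totals and after GC centring 4 of the list were higher, while Xlr3a, with 4 control and 35 DAC counts, missed the CPM minimum. The epithelial markers had 2.53 over 7 (percentile 99.89). The filter lets genes near 0 in control pass by their DAC counts alone, and these 3 medians changed with the filter. Without it they were 1.88 over 43, 0.99 over 23 and 1.15 over 21 genes, some with both counts placed at 3. At a CPM of at least 5 they were 0.76 over 9, 0.89 over 3 and 3.62 over 4. What moved them was not tested. The interferon-stimulated genes had 0.77 and the interferon-inducible GTPases 0.97 (both at percentile 100). The mesenchymal and matrix genes had 0.25 (percentile 99.23), with 7 higher and 4 lower (9 and 2 by library totals), and the genes of decitabine uptake and metabolism 0.33 (percentile 97.65), with 1 of 11, the nucleoside transporter Slc29a2, higher. After GC centring the last pair of lists lay at percentiles 93.1 and 86.5.

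The interferon-stimulated and MHC class I genes were higher as groups. GC content does not account for this, since after GC centring the medians were 0.90 and 0.87, above the random ranges, which end at 0.03 and 0.34. Reads shared with other genes do not account for the interferon-stimulated genes, whose 32 members with under 10% shared stretches had a median of 0.76. For MHC class I they cannot be told apart from a difference in expression: the 8 members with little shared sequence had a median of 0.43, inside the random range of -0.50 to 0.63. A response to DAC is a candidate explanation for the interferon-stimulated genes, but with 1 library per condition any other difference between the cultures stays open.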

How the results depend on the processing

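GC centring, centring on all genes and intervals from counts divided by 3 were chosen after seeing the data; the others were set before. More genes were higher than lower in each setting run. By library totals alone 458 genes were lower (1889 higher, 80.5% of called genes against 67.2%). Without a filter 2949 were higher and 1366 lower, at a CPM of at least 5 684 and 450, with a difference of over 100 normalized counts 774 and 464, with the interval beyond 2-fold 977 and 403, and at a fold of 4 579 and 112; each of these changes which genes can be called. With intervals from counts divided by 3 the numbers were 1369 and 651. At 0 against at least 10 counts, 580 genes were silent in control and 73 in DAC. Pearson's r was 0.96 without a filter, 0.91 at a CPM of at least 5 and 0.94 with a prior count of 5, and Spearman's rho 0.93 and 0.94 in the first pair of settings. By library totals alone the list medians were 0.16 for PI3K-AKT, 0.18 for MAPK, 0.061 for S phase, -0.038 for G2/M, -0.054 for growth control, -0.25 for p53 targets and -0.012 for ribosomal protein genes. After GC centring they were 0.064 for S phase genes and 0.072 for mitochondrial transcripts. Without a filter they were 0.53 for myeloid markers and 0.18 for replication-dependent histones, against -0.88; that list then holds 25 genes, of which 5 pass the filter, and the cause was not tested. Genes at under 1 CPM rest on few counts.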

Differences from the paper's values

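The paper reports more than 180 upregulated genes in DAC-treated CT26 cells; 1468 were higher here. The paper reports 139 downregulated genes; 716 were lower here. The thresholds differ: the paper adds a p-value with FDR, and its legend a further criterion that cannot be read with certainty, while the rule here has a counting interval and no p-value. Of the alternatives set before the data were examined, a fold of 4 gave 112 lower genes, within 1.5 times of the paper's number, and 579 higher genes, which is not; library totals, DESeq2 size factors, upper-quartile factors, no filter, a CPM of at least 5, a difference of over 100 normalized counts and an interval beyond 2-fold gave numbers more than 1.5 times the paper's in both directions.

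Of the 24 genes in Fig. 3d, 23 went in the direction that the figure shows, and all 5 genes named in the text did. The exception is U2af1l4, shown as higher in Fig. 3d and Fig. 4, which had 325 control and 224 DAC counts, a ratio of 0.587 (0.493 to 0.699); 97.2% of its 50-base stretches also occur in the overlapping gene Gm49396, which had 40 and 384 counts and was named after its values were seen. Of the 22 genes in Fig. 4, which draws 9 as higher and 13 as lower, 21 had the direction that the figure shows. The paper states that the downregulated genes were mainly related to proliferation; 5 of the 716 lower genes are in the S phase, G2/M or growth control lists fixed here, which hold only part of the genes tied to proliferation.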

Other observations

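Of 21 epithelial genes with counts, 7 passed the CPM minimum, most of them by their DAC counts alone, and 6 of these were higher: beside Krt8, Grhl2, a transcription factor of epithelia, had 3 control and 238 DAC counts, and Krt7 and Krt19 had 9 and 12 against 61 and 58. The other measured gene, the keratin gene Krt18, had 1797 control and 3579 DAC counts, a ratio of 1.7 (1.6 to 1.8), under 2-fold. Among mesenchymal genes, the transcription factors Zeb2 and Snai2 were lower (log2 ratios -1.12 and -1.09; -0.93 and -0.90 by library totals, under 2-fold), while Cspg4 and Bgn were higher (3.66 and 2.18) and Vim had 0.20. The p53 targets had a median of -0.45, at percentile 0.01, yet Gdf15, a stress-induced cytokine, had 11 and 584 counts. Of the methylation machinery, Tet2 was lower (-1.52), Apobec1 higher (1.72; 4 genes of the list by library totals, with Dnmt3b among them), and Dnmt3a, Dnmt3b and Uhrf1 had 0.07, 0.96 and 0.74.

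The checkpoint ligand gene Cd274 (PD-L1) had 607 control and 498 DAC counts (ratio 0.699, 0.62 to 0.788). Of 14 measured genes in the list of checkpoint and costimulatory ligands, 2, Fas and Icam1, were higher and 1, Tnfsf18, lower. Fas, with 18 control and 46 DAC counts, loses its call with intervals from counts divided by 3, chosen after seeing the data. Of the NKG2D ligands 2 were measured, and Ulbp1 was lower (-1.26; -0.994 after GC centring, chosen after seeing the data). Imprinted genes had 3 of 13 higher, such as Slc38a4 (1.74), and a median of 0.19 (percentile 73.5; -0.0011 over 9 genes at a CPM of at least 5). With intervals from counts divided by 3, chosen after seeing the data, Mest lost its call and 2 stayed higher. The medians were -0.29 for mitochondrial transcripts, -0.20 for ribosomal protein genes and -0.88 for 5 histone genes (percentile 0.57). Markers of other cell types were few: 1 of 19 for T and NK cells (Lck, 81 and 325 counts), 2 of 10 for B cells (Cd79a and Pax5), 3 of 22 for myeloid cells, 3 of 12 for endothelium (Flt1, 35 and 623) and 0 of 12 for erythroid cells passed the CPM minimum. Of these, 1, 2, 2 and 2 were higher in DAC and 0 lower, some of them (Cd79a, Pax5 and Mrc1) passing by their DAC counts alone, and without the filter the medians were 0.53 over 12 myeloid and 1.90 over 9 endothelial genes; the pan-leukocyte gene Ptprc had 3 control and 0 DAC counts.

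The tests of scaling, GC content and DNA for the next pattern were chosen only after the result was seen. Genes higher in DAC outnumbered lower ones by 2.05 to 1, for which GC content does not account as the whole cause, since the quotient was 2.32 after GC centring, although the median log2 ratio of protein-coding genes went from -0.32 in the lowest to 0.36 in the highest of 10 classes of GC content (Spearman's rho 0.35 across genes). Genomic DNA in the DAC library would add counts to every silent gene, but of the 6887 genes with 0 to 3 control counts the third quartile of DAC counts was 5, against 37.6 counts for 1 CPM. For the 2-fold count scaling cannot be told apart. The scalings run gave quotients of 2.05 to 4.12, none under that of the main setting. A drop of every log2 ratio by 0.07 would bring the lower end of the 95% interval of the quotient under 1.5. That drop is smaller than the 0.19 between library totals and TMM, although library totals move the ratios up. At a fold of 4, with 579 genes higher and 112 lower, it would take a drop of 0.5, so scaling does not account for that part, and the 189 silent genes against 13 stayed at 189 to 205 against 12 to 13 in the scalings run. A loss of silencing after DAC stays a candidate explanation for these genes, beside other differences between the cultures.

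Together with the higher Xist, the 446 measured X-linked genes had a median log2 ratio of -0.20, below the random range of -0.06 to 0.07, a pattern noticed in the data. After GC centring the median was -0.055, so most of the shift went with GC content. That value lay just below the random range of -0.039 to 0.082, but its interval of -0.13 to 0.01 overlaps this range. Chromosome 12 then had the lowest autosome median, -0.045. The X median was below it, but the interval of the X median covers that value. The X chromosome therefore cannot be told apart from ordinary differences between chromosomes. Whether a shift of the X-linked median beyond GC content remains cannot be told from these values. Chromosome X holds 19 of the genes silent in control and expressed in DAC, against 2 to 16 per autosome.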
